A study of Mus musculus with 444 samples. Its data were reported in "Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling" (2017).

How the data were processed

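Epithelial cells were sorted from the mammary glands of FVB/NJ mice, an inbred laboratory strain, at puberty and in adulthood, and the transcriptome of each cell was sequenced on its own. The labels list 221 pubertal and 223 adult cells. Cells were isolated on the Fluidigm C1, a microfluidic device that holds 1 cell per reaction chamber, where polyadenylated RNA was converted to cDNA and amplified. Sequencing libraries were made with the Nextera XT kit. The protocol has no molecular identifiers, so copies of 1 molecule made during amplification are counted separately.

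The deposited values are raw counts of read pairs per gene, in 1 table per cell. The authors aligned the read pairs to the mm10 mouse genome with Subread and assigned them to genes with featureCounts and the RefSeq annotation built into Rsubread. Neither the versions of these tools nor the use of strand was stated, so counts of overlapping genes, antisense genes and near-identical paralogs are uncertain. The counts were deposited before any filter on genes or cells. The combined table held the same values as the tables of the single cells and was not used further.

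The 27179 gene identifiers were matched to the RefSeq annotation of GRCm38.p6, the same assembly as mm10, and 25275 had a current gene there. The unmatched identifiers held 1.84% of the read pairs, and a single one of them held 50.2% of that part. Following the methods of the study, 15 mitochondrial and 124 ribosomal protein genes were left out along with the unmatched identifiers, which left 25136 genes. A cell was retained if it had at least 100000 read pairs on these genes and at least 1500 of them detected. These are the minimums of the study, but fewer cells passed them here than the study shows for these stages, so the retained cells are not the same set; the reason is not known. The labels describe single cells and name no animal, litter, sort or capture run. Each stage was therefore treated as 1 sample made of many cells. No test, p-value or standard error was computed from cells, no gene was counted as changed, and no difference between the stages has a replicate check.

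To compare cells at 1 depth, the counts of each retained cell were thinned by drawing 100000 read pairs without replacement (random seed 1). Stage sums are sums of thinned counts over the cells of a stage, expressed as CPM, counts scaled to a common total. Log2 ratios of puberty over adult were computed with a prior of 1 CPM added to both sides. Shares of cells carry exact Clopper-Pearson intervals at the 95% level, sums of counts carry exact Poisson intervals at the same level, and intervals of log2 ratios and of list medians come from 1000 Poisson draws of the sums. Where a share is 0, the upper limit that 3 cells would give is stated. All of these cover counting error only, not the difference between animals or captures. The intervals of sums, log2 ratios and list medians also leave out the spread between cells and treat amplified copies as separate counts. They are therefore too narrow as a measure of error. In simulated cells with such a spread, the median absolute error of a log2 ratio was 0.44. Quartiles over cells describe their spread.

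Distances between cells are leading log2 fold changes, the root mean square of the 500 largest log2 differences of each pair of cells, computed with the plotMDS method of edgeR 4.0.16 and limma 3.58.1 in R 4.3.3 (prior count 2) over the 15099 genes that reached 1 CPM in 3 or more retained cells. TMM factors, used as an alternative scaling, came from edgeR. The clustering was modelled on that of the study but used fewer genes: the 175 basal and 166 luminal lineage genes from its supplementary lists that were detected in at least 5% of retained cells, with no substitutes for the rest, were turned into log2 RPKM (prior count 5), standardised per gene and clustered by Euclidean distance with complete linkage into 7 clusters. Another 2 lineage genes could not be matched. A cluster was called after a cell type only if it held at least 10 cells, if at least 3 fixed markers of that type were detected in 50% or more of its cells and in a share 20 percentage points or more above that of the other cells, and if its 10 leading genes by fold, taken from genes detected in 30% or more of its cells, held a marker of that type and no more markers of any other type. These details of naming were set after the clusters were seen, the markers before. The names are rebuilt and may differ from those of the study. Analyses confined to basal-like or luminal-like cells used the solution with 5 clusters, in which a basal-like cluster met the rule, and luminal-like there stands for the luminal progenitor-like and mature luminal-like clusters together.

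The gene lists, the markers of cell types, the rule for naming genes and most of the alternative settings were fixed before the data were examined. Named genes were those detected in at least 25% of the cells of 1 stage and reaching 20 CPM in 1 stage, with the share of detecting cells higher in the same stage as the sum and with no single cell holding 50% or more of the sum; of the 3121 genes that met this rule, the 8 with the largest log2 ratio in each direction were taken. The lists were 15 cell cycle genes, 14 genes of the dissociation response (immediate early and heat shock genes that rise when tissue is taken apart), 14 genes the study described as higher in puberty, 5 for what it described as lower in puberty, and 6 that mark its Cd55 cluster. The last 3 lists were chosen by the study on these cells, so they are not independent evidence. Values of single members are given for some genes only, and some members of the list of higher genes are not reported here by themselves, though they count in the list. In the list of lower genes, Acta2 and Myh11 were added to stand for muscle differentiation, for which the study named no genes in this comparison. Fos is in both the dissociation list and the list of lower genes, and Acta2 and Myh11 are also basal markers. The median log2 ratio of each list was placed among 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression.

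A cell was counted as detecting a gene at 10 CPM, which at the thinned depth is 1 read pair. Keratin co-detection means Krt5 or Krt14 together with Krt8 or Krt18. A Cd55-positive cell had Cd55 above 40 RPKM, as in the study. A cycling cell had 5 or more of the 15 cell cycle genes, and a cell with non-epithelial markers had 3 or more markers of the same type out of fibroblasts, Schwann cells, endothelial cells, pericytes, immune cells and adipocytes. No doublet caller was applied, because the study describes inspection of the capture sites under a microscope; instead, cells with both kinds of keratin were compared with 200 synthetic pairs of cells per set, each pair thinned to the same depth.

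The adult cells fell into a pair of sets by the number in their titles, found by scanning, in each stage, for the run of at least 10 consecutive retained cells that best separated cells with Rn7sk reads from cells without. Results are given for all adult cells and for each set. This split, the comparisons that use it and a threshold of 100 CPM for non-epithelial markers were chosen after the data were seen.

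The alternatives changed 1 choice at a time. They were other coverage minimums (50000 read pairs with 1000 genes, and 200000 with 2500), keeping the mitochondrial and ribosomal genes, no thinning or another thinning depth, other detection thresholds and numbers of markers, other numbers of differences and another prior count in the distances, unthinned sums, a mean of CPM over cells, TMM scaling, a prior of 10 CPM, leaving out the cell with the highest count of each gene in each stage, sums within basal-like or luminal-like cells, a filter on low counts, Ward linkage, 5 or 9 clusters, and Leiden clusters of the 1000 most variable genes outside the lineage lists (20 principal components, 15 neighbours, resolution 1).

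The computation of stage ratios and list percentiles was tested on simulated counts for all 25136 genes and 323 cells, drawn with the means and per-gene dispersions of the adult cells, with 200 genes changed by known factors. For this simulated comparison of puberty against adult, 96.0% of the changed genes had the right direction and the slope of found on true log2 ratios was 0.971. The median absolute error was 0.44, and 6611 unchanged genes had a median absolute log2 ratio of 0.40. Of 200 random lists of 15 unchanged genes, 96.0% lay in the central 95% of their matched random lists, and 100% of the lists of raised genes lay above it. Each gene was simulated on its own, without cell types, and the lists and their random lists came from the same simulated genes. The result therefore checks the computation only. It cannot show how often lists of genes that vary together reach an extreme percentile. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.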

Results

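Single-cell transcriptomes were collected from the mammary epithelium of pubertal and adult mice, to ask how the cells of the gland differ between the stage at which its ducts grow and the mature stage. The data comprised 221 pubertal and 223 adult cells, each with its own library. The read pairs assigned to genes ranged from 2 to 1456360 per pubertal cell, with a median of 313645, and from 1 to 1167991 per adult cell, with a median of 304834. With no animal named for any cell, each stage stood as 1 sample. The values below therefore describe these cells, and the intervals cover counting error only.

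Of the pubertal cells, 171 (77.4%, 95% interval 71.3 to 82.7%) passed the coverage filter, and of the adult cells 152 (68.2%, 61.6 to 74.2%) passed it. This left 323 of the 444 cells. The share retained moved most with the stricter minimum of 200000 read pairs and 2500 genes, which kept 58.4% of the pubertal and 48.9% of the adult cells. After each retained cell was thinned to 100000 read pairs, the median number of genes detected was 2818 in pubertal cells (quartiles 2340 and 3287) and 2655 in adult cells (quartiles 2131 and 3359). The unthinned medians were 3519 and 3378 genes. Asking for 5 reads per gene moved these values most, to 1761 genes in puberty and 1428 in the adult. The overlap of the quartiles was wide in every one of these settings.

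The adult cells were not uniform. Rn7sk (gene 19817; mm10 chromosome 9, 78175302 to 78175633), which encodes the 7SK small nuclear RNA, had reads in each of the 107 retained adult cells whose titles number them 48 to 188. It had reads in 8 of the other 45 retained adult cells (17.8%). No run of pubertal cells stood apart to this degree; the best one, cells 17 to 38, had Rn7sk reads in 0 of 18 cells, against 35 of the other 153 (22.9%). These sets of adult cells are called small-RNA-rich and small-RNA-poor here. Because the split was made on Rn7sk itself, it says nothing independent about that gene, but it allows every other comparison to be made against each set. The sets also differed in coverage. The filter kept 107 of 141 small-RNA-rich cells (75.9%, 68.0 to 82.7%) and 45 of 82 small-RNA-poor cells (54.9%, 43.5 to 65.9%), and at equal depth the median retained cell had 2836 genes in the former and 2192 in the latter. The adult value of 2655 genes thus lay between values on either side of the pubertal median.

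**Figure D1:**
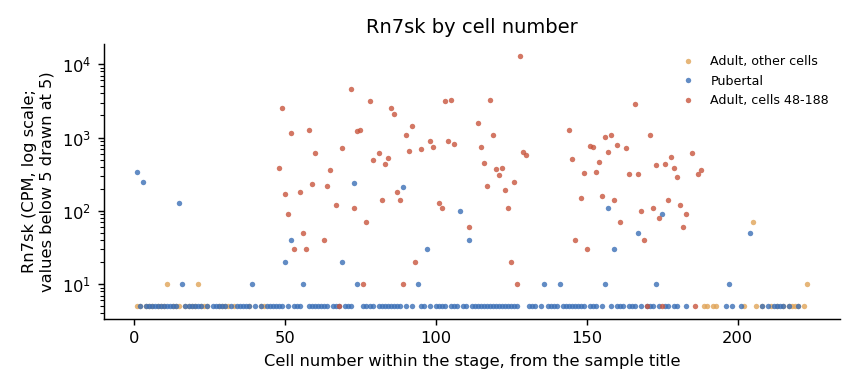
Rn7sk in CPM (log scale, values below 5 drawn at 5) against the number in the sample title, for 171 pubertal and 152 adult retained cells thinned to 100000 read pairs. Each point is 1 cell; of the adult cells numbered 48 to 188, 96.3% lie above the floor, and most other cells lie on it.

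To compare the spread of cells within and between stages, the leading log2 fold change was computed for every pair of retained cells. Its median was 7.45 within puberty (14535 pairs, quartiles 7.21 and 7.68), 7.44 within the adult (11476 pairs, quartiles 7.16 and 7.70) and 7.50 between the stages (25992 pairs, quartiles 7.27 and 7.73). Pairs from different stages were therefore hardly farther apart than pairs from the same stage. Splitting the adult cells gave larger contrasts: the median was 7.23 within the small-RNA-rich set, 7.80 within the small-RNA-poor set and 7.60 between the sets. Pubertal cells lay at a median of 7.43 from the former and 7.66 from the latter. Thinning moved the distances most, to 5.62 within puberty, 5.70 within the adult and 5.70 between the stages. The first pair of dimensions of the scaling plot held only 2.53% and 1.18% of the variation; in them the small-RNA-poor adult cells lay among the pubertal cells, and most small-RNA-rich cells lay to 1 side.

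**Figure D2:**
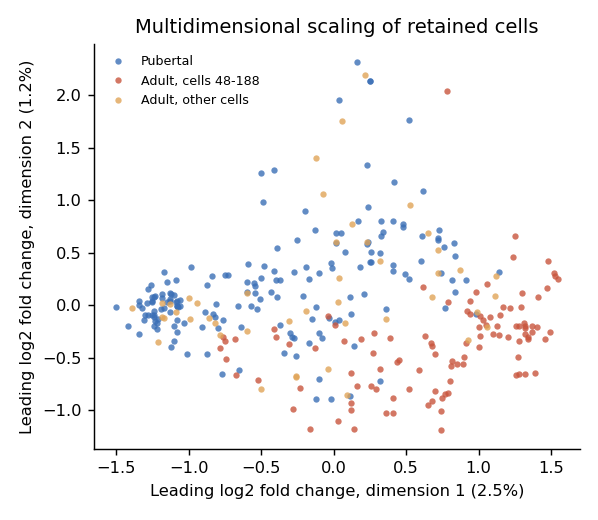
Multidimensional scaling of the 323 retained cells, with both axes in units of leading log2 fold change. Points are single cells coloured as pubertal, adult numbered 48 to 188 or other adult; dimension 1 holds 2.5% and dimension 2 holds 1.2% of the variation. Most adult cells numbered 48 to 188 lie towards higher values of dimension 1 and lower values of dimension 2, while the other adult cells lie among the pubertal cells.

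Gene expression was then compared between the stages on the sums of thinned counts. Over the 7806 genes that reached 20 CPM in 1 stage, the median log2 ratio of puberty over adult was 0.09. It was −0.03 under TMM scaling, 0.23 without the highest cell of each gene, 0.19 against the small-RNA-rich and 0.25 against the small-RNA-poor adult cells. Ratios are to be read relative to these shifts. The 8 genes with the largest ratio in puberty had a median of 4.34. This moved most against the small-RNA-rich set alone, where it was 5.75, and it was 4.22 against the small-RNA-poor set.

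Inhba (gene 16323; chromosome 13, 16004256 to 16031609) encodes a subunit of activin. It had 1140 reads (66.7 CPM) in puberty and 2 reads (0.132 CPM) in the adult, a log2 ratio of 5.90 (counting interval 5.66 to 6.12). Ddx60 (gene 234311; chromosome 8, 61928073 to 62037704), a helicase gene, had 1035 reads in puberty and 1 in the adult, a log2 ratio of 5.85 (5.63 to 6.00). Neither gene had a read in the small-RNA-rich cells, and the sizes of both ratios depend on the prior: with 10 CPM added they were 2.92 and 2.81. The median of the group against that set falls between other genes and does not rest on this pair. Il33 (gene 77125; chromosome 19, 29925113 to 29960718), which encodes a cytokine, had 1080 CPM in puberty and 40.7 CPM in the adult, a log2 ratio of 4.70. It was detected in 63.7% of pubertal and 7.24% of adult cells, and its ratio was 5.69 against the small-RNA-rich and 3.57 against the small-RNA-poor set. Upk3a (gene 22270; chromosome 15, 85017141 to 85022560) had a log2 ratio of 3.98. A single adult cell set its size, since the ratio was 8.28 without the highest cell of each stage, and it was 8.27 against the small-RNA-rich and 2.27 against the small-RNA-poor set. The other genes of this group were Itih2 (4.91), S100a14 (3.86), Crym (3.57) and Grb14 (3.55). Each of the 8 genes stayed higher in puberty within basal-like cells alone, where their median was 3.64, and within luminal-like cells alone, where it was 5.57. The latter class does not hold cell type constant. It joins 21 luminal progenitor-like and 69 mature luminal-like cells in puberty, against 30 and 25 in the adult. Crym and Il33 are leading genes of the mature luminal-like cluster, and the study lists Itih2, Upk3a and Crym for its mature luminal cluster. The mix of cells may therefore shape these ratios. In the annotation Inhba, Il33 and Upk3a overlap other genes, as do Fhod3 and Fcgbp among the genes with low ratios, so part of their reads is uncertain.

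The 8 genes with the lowest ratios had a median of −4.42. The prior of 10 CPM moved it most, to −3.46. Rn7sk led this group with 10.8 CPM in puberty and 530 CPM in the adult, a log2 ratio of −5.49. Against the small-RNA-poor set its ratio was 1.87, on 10 adult reads. Vaultrc5, a non-coding vault RNA gene (gene 378472; chromosome 18, 36801763 to 36802107), behaved alike, with −3.68 against all adult cells and 1.17 against the small-RNA-poor set, where it had 1 read (counting interval 0.56 to 1.69). The other 6 genes were lower in puberty than in either adult set. Csn1s2a (gene 12993; chromosome 5, 87774450 to 87788798) encodes a casein of milk. It had 29.6 CPM in puberty and 1145 CPM in the adult, a log2 ratio of −5.23 (−5.36 to −5.10), and it was detected in 1.17% of pubertal, 23.4% of small-RNA-rich and 62.2% of small-RNA-poor adult cells. Spp1 (gene 20750; chromosome 5, 104435111 to 104441053), which encodes osteopontin, had 216 and 2656 CPM, a log2 ratio of −3.61 (−3.66 to −3.57). It was detected in 8.19% of pubertal, 74.8% of small-RNA-rich and 13.3% of small-RNA-poor adult cells, and 1 adult cell held 37.4% of its adult reads. Without the highest cells the ratio was −4.77 for Spp1 and −6.36 for Csn1s2a. Ankrd1 (gene 107765; chromosome 19, 36111965 to 36119844) had 1 read in puberty and 378 in the adult, a log2 ratio of −4.61 (−4.79 to −4.38), which the larger prior reduced in size to −1.79. Synm (−4.65), Fhod3 (−4.22) and Fcgbp (−4.07) completed the group. The study lists Csn1s2a, Spp1 and Fcgbp for its luminal progenitor cluster, so the mix of cells may shape these ratios too.

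**Figure D3:**
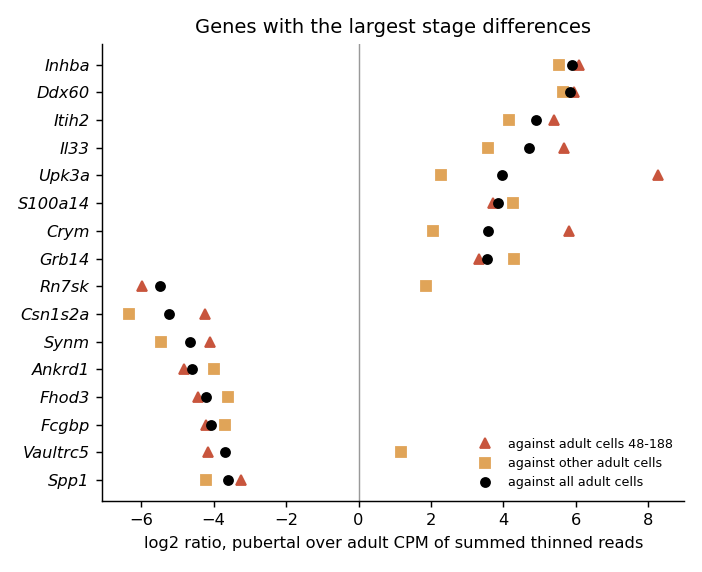
Log2 ratio of pubertal over adult CPM (prior of 1 CPM) for the 16 genes with the largest differences, against all adult cells (circles), the adult cells numbered 48 to 188 (triangles) and the other adult cells (squares). Rn7sk and Vaultrc5 change sign with the adult set, from −5.49 to 1.87 and from −3.68 to 1.17 for all against other adult cells; Inhba and Ddx60 had no read in the cells numbered 48 to 188, so their triangles rest on the prior.

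The fixed gene lists gave a view that does not depend on the extremes. The 15 cell cycle genes had a median log2 ratio of 1.70 (counting interval 1.54 to 1.82), at percentile 99.99 of the random lists, and all 15 were higher in puberty. The list moved most with unthinned sums, to 1.13. It was 1.95 against the small-RNA-rich set, and 1.21 against the small-RNA-poor set, where 13 of the 15 genes were higher in puberty. Cdk1 had the largest ratio (2.91) and Ccna2 the smallest (0.55). The 14 genes of the dissociation response had a median of −0.64 (−0.66 to −0.61), at percentile 0.50, with 12 lower and 2 higher in puberty; it was −0.57 against the small-RNA-rich and −0.85 against the small-RNA-poor set. The near-identical Hspa1a and Hspa1b are in this list, so their reads are uncertain.

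The study described networks around Nras, Grb10, Grb14 and Inhba and around Gsk3b and Chd3 as raised in puberty, a gene group with Nf1 as present before and in puberty, and a group of basal genes (Snai2, Moxd1, Nrg1, Wif1 and Bmp7) as expressed by more of the pubertal cells. Across the 14 genes taken from these descriptions, chosen on these same cells, the median log2 ratio was 1.19 (1.08 to 1.31), at percentile 100, with 12 higher and 2 lower in puberty. Wif1 (−0.82) and Bmp7 (−0.95) were the lower ones. Bmp7 was higher in puberty (0.51) against the small-RNA-poor set. The study described the basal group by share of cells while examining its basal clusters, and shares within basal cells are not given here. The basal-like share itself differed, at 45.0% of pubertal and 63.2% of adult cells with 5 clusters. Counts over all retained cells therefore do not test that description directly. In these counts Moxd1 (59.1% of pubertal and 51.3% of adult cells) and Nrg1 (65.5% and 48.0%) were higher in puberty. Snai2 (20.5% and 25.0%), Wif1 (18.1% and 44.1%) and Bmp7 (8.77% and 15.1%) were lower. The direction depended on the adult set for Snai2 (31.8% of small-RNA-rich and 8.89% of small-RNA-poor cells) and Moxd1 (64.5% and 20.0%), and not for the other 3 genes. The median of the list was 1.64 with unthinned sums, 1.35 against the small-RNA-rich and 1.42 against the small-RNA-poor set. Fos, Maff and Ppara were described by the study as lowered in puberty, as were muscle differentiation pathways, without genes named for the latter. Acta2 and Myh11 were put in the list here to stand for them. The 5 genes had a median of −1.95 (−2.10 to −1.82), at percentile 0.09, and all 5 were lower. It was −2.03 against the small-RNA-rich and −1.61 against the small-RNA-poor set. Fos had a log2 ratio of −1.07 and Maff of −1.95. Ppara had 1 read in puberty and 136 in the adult, a log2 ratio of −3.23, which was −2.55 without the highest cell of each stage. It was detected in only 0.58% of pubertal and 3.29% of adult cells, and 1 adult cell held 46.3% of its adult reads. Its ratio thus rests on few cells. The 6 genes of the Cd55 cluster had a median of 0.37 (0.28 to 0.44), at percentile 81.8, with 5 higher and Sparc lower (−0.85). Their median was 0.34 and 0.32 against the small-RNA-rich and small-RNA-poor sets, but Cd55 itself went from 1.26 to −0.92 between these comparisons, and against the latter set 4 genes were higher and 2 lower. By the share of detecting cells, only Aldh1a3 was clearly higher in puberty (20.5% of pubertal and 8.55% of adult cells). Axl (28.1% and 49.3%), Tgfbr3 (50.9% and 74.3%), Lrp1 (17.5% and 28.95%) and Sparc (62.6% and 91.45%) were lower. Cd55 was alike (17.5% and 17.8%). Without the highest cell of each stage the log2 ratio of Axl was −0.14, and no other member changed sign.

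To place the cells by lineage, they were clustered on basal and luminal lineage genes listed by the study. Of the 7 clusters, 2 met the rule for a name. The mature luminal-like cluster held 94 cells, 69 of 171 pubertal (40.4%, 32.9 to 48.1%) and 25 of 152 adult cells (16.4%, 10.9 to 23.3%). The difference lay with the small-RNA-rich set, where the share was 7.48% (3.28 to 14.2%), while in the small-RNA-poor set it was 37.8% (23.8 to 53.5%). The luminal progenitor-like cluster held 51 cells, 21 pubertal (12.3%, 7.76 to 18.2%) and 30 adult (19.7%, 13.7 to 27.0%), with 23.4% of the small-RNA-rich and 11.1% of the small-RNA-poor set. Clusters 1 and 4 had 11 and 9 of the 12 basal markers raised but no such marker among their leading genes, and stayed unnamed. Cluster 1 took 27.5% of pubertal and 46.1% of adult cells, and cluster 4 took 17.5% and 11.2%. Cluster 5 held 9 cells, all of them small-RNA-rich, so it is not read as a cell type, and clusters 6 and 7 held 3 and 2 cells. When only 5 clusters were made, a basal-like cluster of 173 cells met the rule, with 77 pubertal (45.0%, 37.4 to 52.8%) and 96 adult cells (63.2%, 55.0 to 70.8%). The extent of this class depended strongly on the method. Basal-like cells were 8.77% of pubertal and 39.5% of adult cells with Ward linkage, 24.6% and 54.6% with thinned counts and 4.09% and 19.1% in clusters made without the lineage genes, each time with more in the adult. Ward linkage also gave a fibroblast-like cluster of 24 cells, 12 of each stage, with 1.87% of the small-RNA-rich and 22.2% of the small-RNA-poor set. Of these 24 cells, 19 are in the basal-like class of 173 cells, and 36 cells of that class had 3 or more fibroblast markers, so it is not to be read as basal cells alone.

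The lineage genes themselves differed between the stages, so the sizes of these clusters do not give the make-up of the gland. Clusters made without the lineage genes moved the pubertal shares most: the mature luminal-like share was then 7.02% of pubertal and 12.5% of adult cells, the reverse order, and the luminal progenitor-like share was 7.02% and 21.1%. The adult shares moved most between the adult sets, as given above. In that solution an unnamed cluster of 80 cells with 8 raised mature luminal markers held 73 pubertal cells, and another of 49 cells held 46 small-RNA-rich cells. Its clusters thus followed stage and adult set, and its adjusted Rand index to the lineage clusters was 0.23. The clusters and names are rebuilt and need not match those of the study.

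Basal and luminal keratins in the same cell were counted without any clustering. Krt8 was detected in 91.8% of pubertal and 96.05% of adult cells. Basal keratin without luminal keratin was found in only 4.68% and 1.32%. Co-detection therefore mostly counts cells with basal keratin, and it depends on the mix of basal and luminal cells. Krt5 or Krt14 occurred together with Krt8 or Krt18 in 80 of 171 pubertal cells (46.8%, 39.1 to 54.6%) and in 136 of 152 adult cells (89.5%, 83.5 to 93.9%) at 10 CPM. The adult sets differed, with 98.1% (93.4 to 99.8%) of small-RNA-rich and 68.9% (53.4 to 81.8%) of small-RNA-poor cells. The threshold moved these shares most. At 100 CPM they were 26.3% (19.9 to 33.6%) in puberty and 60.5% (52.3 to 68.4%) in the adult. The small-RNA-rich set then had 73.8% (64.4 to 81.8%), and the small-RNA-poor set, at 28.9% (16.4 to 44.3%), was within counting error of puberty. At 10 CPM, luminal keratin without basal keratin was found in 46.8% of pubertal, 1.87% of small-RNA-rich and 24.4% of small-RNA-poor cells.

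**Figure D4:**
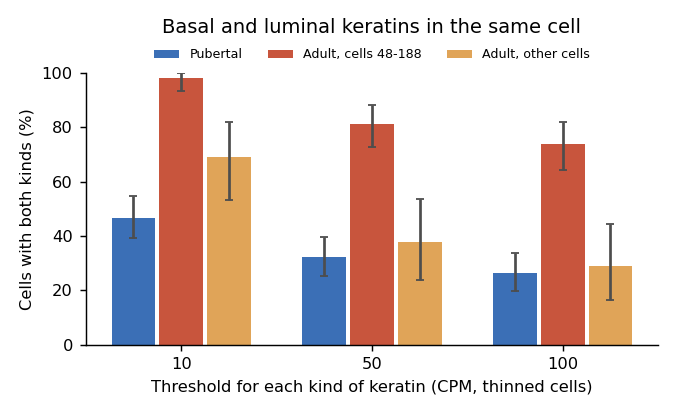
Percent of cells with Krt5 or Krt14 together with Krt8 or Krt18 at thresholds of 10, 50 and 100 CPM, for 171 pubertal, 107 adult cells numbered 48 to 188 and 45 other adult cells. Bars are shares and error bars are exact 95% binomial intervals (counting error only); the cells numbered 48 to 188 stand highest at each threshold, at 98.1%, 81.3% and 73.8%.

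Cd55 encodes a surface protein that the study used to follow progenitor cells. It was above 40 RPKM in 16 of 171 pubertal cells (9.36%, 5.44 to 14.8%) and 13 of 152 adult cells (8.55%, 4.63 to 14.2%). A difference between the stages was not detectable at this number of cells. The share was 5.61% (2.09 to 11.8%) in the small-RNA-rich and 15.6% (6.49 to 29.5%) in the small-RNA-poor set. Counting any cell with a read moved it most, to 24.0% and 25.7%. Of the 29 Cd55-positive cells, 13 were basal-like, 11 luminal progenitor-like and 4 mature luminal-like, and 1 lay in no named cluster. Aldh1a3 was detected in 48.3% of these cells and 11.6% of the other 294, Axl in 55.2% and 36.4%, Sparc in 89.7% and 74.8%, and Lrp1 in 31.0% and 22.1%, whereas Tgfbr3 was detected in fewer of these cells (55.2%) than of the others (62.6%). By mean level Tgfbr3 was higher in the Cd55-positive cells, at 845 CPM against 480 CPM, as were the other genes named here.

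Cells with 5 or more cell cycle genes made up 46 of 171 pubertal (26.9%, 20.4 to 34.2%) and 23 of 152 adult cells (15.1%, 9.84 to 21.8%). The adult share was 16.8% (10.3 to 25.3%) in the small-RNA-rich and 11.1% (3.71 to 24.1%) in the small-RNA-poor set. Asking for 8 genes moved the shares most, to 15.2% and 5.26%. Without thinning they were 23.4% and 14.5%.

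Although the cells were sorted as epithelium, 34 pubertal (19.9%, 14.2 to 26.7%) and 21 adult cells (13.8%, 8.76 to 20.3%) had 3 or more markers of 1 non-epithelial type. The shares were 11.2% (5.93 to 18.8%) and 20.0% (9.58 to 34.6%) in the small-RNA-rich and small-RNA-poor sets. Asking for 2 markers moved them most, to 37.4% and 29.6%. Fibroblast markers accounted for most, in 29 pubertal and 17 adult cells. Endothelial markers were found in 8 and 2 cells, pericyte markers in 7 and 2, Schwann cell markers in 6 and 3, and immune markers in 0 and 1. Adipocyte markers were found in none. A count of 0 cells allows a share of up to 1.75% in puberty and 1.97% in the adult. At 100 CPM per marker the shares were 9.36% and 8.55%.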

Values the study reported

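The study applied the same platform to 460 cells over 3 stages, the earliest of which is not analysed here. It kept C1 cells with at least 100,000 read pairs and 1500 detected genes. It grouped 343 pubertal and adult cells into 7 clusters by 200 basal and 200 luminal genes. It called a cell positive for Cd55 above 40 RPKM.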

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

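Both tests of the mitochondrial share in this part, by adult set and within classes of cells, were chosen only after the shares had been seen.

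Mitochondrial genes were outside the main comparisons because they were left out before the coverage filter. Their read pairs made up a median of 7.91% of all read pairs in retained pubertal cells (quartiles 5.22 and 11.2%) and 11.8% in retained adult cells (quartiles 7.43 and 18.5%). Both values are above what a count of 0 would allow, which says only that such reads are present, not that the shares are unusual; the design has no control samples to set them against. The middle ranges of the stages overlap.

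A different mix of basal-like and luminal-like cells as the whole cause is argued against by the values within the classes. In basal-like cells alone the adult median was 12.6%, above both the pubertal median of 7.06% and the pubertal upper quartile of 11.1%. In luminal-like cells the gap was smaller, with an adult median of 10.2% against 8.33% in puberty, below the pubertal upper quartile of 11.8%. No mix of the pubertal medians of these classes reaches either adult median. The basal-like adult cells outside those numbered 48 to 188 had 8.04% (quartiles 6.78 and 16.6%), near the pubertal value, and those numbered 48 to 188 had 12.8%. In luminal-like cells the adult sets hardly differed, at 10.2% each, so there the batch is not seen. A different mix of finer types within a class was not tested. The batch of adult cells numbered 48 to 188 stays open as a candidate explanation. Their median was 12.2%, while that of the other adult cells was 9.00% (quartiles 6.70 and 15.9%), between the pubertal value and that of the batch. The quartiles of these 45 cells span both levels, so they do not decide. A difference between the stages themselves, or in how cells of each stage withstood dissociation, was not tested and stays open too.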

How the results depend on the processing

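The comparisons with only the small-RNA-rich or only the small-RNA-poor adult cells, and the threshold of 100 CPM for non-epithelial markers, were chosen after the data were seen. No paired analysis was possible because the labels name no animal and the cells of the stages share no replicate. Among the log2 ratios of the 16 named genes and the medians of genes and lists, 2 changed sign under an alternative; single members of lists, such as Bmp7 and Cd55, and the order of the stages in shares and distances are not covered by this count and changed in some settings. Distances between cells have no counting interval, so only their values are given. A threshold of 1 read for keratins equals 10 CPM at the thinned depth, and the filter on low counts removed no gene from the dissociation, higher and Cd55 cluster lists, so these settings tested nothing there. Unless a reason is given, the cause was not tested.

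The named genes that changed sign were Rn7sk (1.87) and Vaultrc5 (1.17) against the small-RNA-poor adult cells. That set was defined by its lack of Rn7sk reads, which accounts for the former. Vaultrc5 followed the same split, in 63.6% of small-RNA-rich, 2.22% of small-RNA-poor and 7.60% of pubertal cells. Within small-RNA-rich cells the share was alike in basal-like (65.8%) and luminal-like cells (60.6%). What causes the split was not settled. The other 14 named genes kept their direction under every alternative. Of the 160 single-gene values 102 moved in size, none of them under a mean of CPM over cells. That mean weights all cells equally, as the thinned sums already do, so it tested little but the thinning. Each of the 5 gene lists kept the sign of its median under every alternative that changed it.

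Coverage minimums set the retained share directly: it was 82.8% of pubertal and 76.2% of adult cells at 50000 read pairs and 1000 genes, 58.4% and 48.9% at 200000 and 2500, and 84.2% and 75.3% with mitochondrial and ribosomal genes kept. The stricter minimum also moved the median of the 8 lowest genes, to −4.61. Without thinning, cells had 3519 and 3378 genes. They had 2480 and 2214 at 50000 read pairs and 1761 and 1428 when 5 reads were asked for.

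The leading log2 fold change within puberty, within the adult and between the stages was 8.69, 8.94 and 8.89 for the 100 largest differences and 6.67, 6.51 and 6.65 for the 1000 largest, as fewer differences give larger averages. It was 5.62, 5.70 and 5.70 with thinned counts and 6.24, 6.29 and 6.31 with a prior count of 5. Which stage had the wider spread therefore depended on the setting.

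Unthinned sums moved the median of the 8 genes highest in puberty to 3.85, the cell cycle list to 1.13, the dissociation list to −0.56, the lists of higher and lower genes to 1.64 and −1.66 and the Cd55 cluster list to 0.53. TMM scaling gave 4.22 for the 8 highest genes, −0.76 for the dissociation list, 1.07 for the list of higher genes and 0.25 for the Cd55 cluster list. The filter on low counts removed Ppara from the list of lower genes, whose median became −1.55. For the 8 highest and the 8 lowest genes, leaving out the highest cells gave 5.25 and −4.63, a prior of 10 CPM shrank the medians to 3.05 and −3.46, basal-like cells alone gave 3.64 and −4.11, and luminal-like cells alone gave 5.57 and −4.76.

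Clusters without the lineage genes gave 7.02% luminal progenitor-like and 7.02% mature luminal-like pubertal cells, and they reversed the order of the stages for the latter. Clustering thinned counts raised the mature luminal-like share to 57.9% in puberty and 27.0% in the adult. Basal-like cells, 45.0% and 63.2% with 5 clusters, were 8.77% and 39.5% with Ward linkage, 24.6% and 54.6% with thinned counts and 4.09% and 19.1% without the lineage genes, and values within basal-like cells rest on the solution with 5 clusters alone. Co-detection of keratins fell with the threshold, to 32.2% and 68.4% at 50 CPM and to 26.3% and 60.5% at 100 CPM. Any read of Cd55 gave 24.0% and 25.7%. Cycling cells were 37.4% and 22.4% with 3 genes and 15.2% and 5.26% with 8. Non-epithelial markers were found in 37.4% and 29.6% with 2 markers and in 9.36% and 8.55% at 100 CPM, and in 14.0% of pubertal cells without thinning.

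With only the small-RNA-rich cells as the adult group, 75.9% were retained, they had 2836 genes, the distances were 7.23 within the set and 7.43 to puberty, and the 8 highest and lowest genes had medians of 5.75 and −4.23. The cell cycle, dissociation and higher lists were 1.95, −0.57 and 1.35, mature luminal-like cells were 7.48% and keratin co-detection was 98.1%. With only the small-RNA-poor cells, the same measures were 54.9%, 2192 genes, 7.80 and 7.66, 4.22 and −3.83, then 1.21, −0.85 and 1.42, then 37.8% and 68.9%. This set also moved the list of lower genes to −1.61, luminal progenitor-like cells to 11.1% and Cd55-positive cells to 15.6%. The genes detected per cell and the shares of luminal progenitor-like, Cd55-positive and non-epithelial marker cells changed their order between the stages with the adult set. Depth limits what can be said of this set, which has 45 retained cells.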

Other observations

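All tests in this part were chosen only after the results they concern had been seen: those on small RNA classes, cell classes and depth for Rn7sk, on both thresholds for keratins, on exchanged markers, on synthetic pairs of cells, on fibroblast markers and on Csn2.

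The adult cells numbered 48 to 188 stood apart by Rn7sk, and the tables argue against both depth and cell type as the cause. After thinning to 100000 read pairs, 96.3% of these cells still had Rn7sk, against 8.89% of the other adult cells and 15.2% of pubertal cells. Within luminal-like cells the share was 97.0% in the block and 13.6% in the other adult cells. A candidate explanation is a library or capture batch shared by the block. The 17 snoRNA genes expressed in the adult had a median log2 ratio of 1.18 between the block and the other adult cells, with 12 of the 17 higher in the block, while the 10132 protein-coding genes had a median of 0.05. Among other small non-coding RNAs, Rpph1 was detected in 65.4% of the block and 2.22% of the other adult cells. Vaultrc5, Rny1, Rny3 and Rmrp were also detected more often in the block, and Terc had no read in any set. Rn7sk and most snoRNAs lack a poly(A) tail, so a batch that primed or carried over such RNA differently could raise them together. The labels name no batch, and animals that differed between the sets would look the same. The study describes independent experiments, several mice per sort, and sequencing on either a HiSeq or a NextSeq instrument. It does not say which cells belong to which, so an experiment or sequencer shared by the block was not tested.

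More adult than pubertal cells held both kinds of keratin, and the adult batch is a candidate explanation for part of this. At 100 CPM the adult cells outside the block had 28.9%, inside the pubertal interval of 19.9 to 33.6%, whereas the block had 73.8%. At 10 CPM the cells outside the block had 68.9%, above the pubertal interval of 39.1 to 54.6%, so the batch does not account for the whole difference there. The mix of cells differed too, with 45.0% basal-like cells in puberty, 68.2% in the block and 51.1% in the other adult cells. That mix is not the whole cause at 10 CPM. Within luminal-like cells Krt14 was detected in 18.9% of pubertal, 81.8% of block and 59.1% of other adult cells. How much of the difference the mix accounts for was not tested. A stage difference in low-level keratin, or a second batch difference between pubertal cells and the remaining adult cells, was not tested. The study described a larger mixed-lineage population in puberty from clusters of many genes, whereas this count rests on keratins alone.

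RNA of other cells carried into each reaction is a candidate explanation for the low basal keratin in luminal-like cells of the block. It would move other transcripts too, in both directions, and this was seen for most markers but not all. Across the 12 basal markers, a median of 68.2% of luminal-like cells in the block detected the marker, against 36.4% in the other adult and 12.2% in pubertal luminal-like cells, and all 12 were detected most often in the block. The luminal-like cells of the block are mostly luminal progenitor-like and those of the other sets mostly mature luminal-like, but the order held within each class: the medians were 70.0%, 20.0% and 19.0% in 25, 5 and 21 luminal progenitor-like cells, with Cxcl14 as the exception among the 12, and 75.0%, 38.2% and 10.1% in 8, 17 and 69 mature luminal-like cells. Their level in the block was a median of 14.3% of that in basal-like cells, against 2.45% in the other adult and 6.13% in pubertal cells. In the other direction, the luminal progenitor markers were detected in a median of 24.7% of basal-like cells in the block, 8.70% in the other adult and 13.0% in pubertal cells. Of these 11 markers 8 were detected most often in the block, whereas Elf5, Aldh1a3 and Csn2 were not. In mature luminal-like cells only 6 of the 11 were, with medians of 12.5% in the 8 cells of the block, 5.88% in the other adult and 8.70% in pubertal cells. Nor was the level even: in the block the abundant Tagln, Acta2 and Krt17 stood at 7.64%, 8.60% and 8.48% of their level in basal-like cells, and the scarcer Oxtr and Cxcl14 at 29.4% and 33.8%, which carry-over in equal proportion would not give. The level did not follow abundance throughout: Trp63, the scarcest of the 12 in basal-like cells of the block (78.9 CPM), stood at 11.9% and the abundant Krt14 at 14.8%. In pubertal luminal-like cells Tagln and Krt17 stood at 14.5% and 19.4%, above the block, while the other basal markers stood higher in the block. Lower lineage separation in luminal-like cells of the block, or a wrong class for some of them, would give a like pattern of markers and was not tested.

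Pairs of cells captured together could also put both kinds of keratin in 1 library, and the number of genes leaves this open. Pubertal cells with both kinds at 100 CPM had a median of 3122 genes at equal depth, between the 2741 of the other pubertal cells and the 4028 of synthetic pairs. In the block the medians were 3177, 2386 and 3792. A mixture of pairs and single cells, or single cells with more RNA, would both lie between.

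Cd55-positive cells were not all of 1 kind. Of the 29 such cells in both stages, 37.9% (20.7 to 57.7%) had 3 or more fibroblast markers, against 11.9% (8.43 to 16.2%) of the 294 other cells. Fibroblast-like cells are therefore a candidate source of part of the Cd55-positive cells. Pdgfra was detected in only 5 of the former (17.2%) and 4 of the latter (1.36%), and Cd34 in 44.8% and 12.9%. Of the 29 cells, 9 fell in the fibroblast-like cluster of the Ward tree. Of the 12 markers, Dcn (26.0%) and Col6a3 (18.8%) were also detected in 5% or more of the 277 cells with fewer than 3 of them, a group defined by these same markers. This test does not tell cells that are fibroblasts from epithelial cells that carry their RNA.

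Csn2, a casein gene, had reads in small-RNA-poor adult cells of every class. It was detected in 43.5% of the 23 basal-like and 47.1% of the 17 mature luminal-like cells, and in all 5 luminal progenitor-like cells, where it averaged 18620 CPM. RNA carried over from a few cells with very high levels could give such like shares. Spp1 speaks against a general carry-over of this kind: it averaged 36170 CPM in the same 5 cells, yet it was detected in only 1 of the 23 basal-like cells. Other casein genes went with Csn2. Csn1s1, Csn1s2a and Csn3 averaged 20770, 19120 and 22300 CPM in the 5 cells. They were detected in 47.8%, 56.5% and 65.2% of the basal-like cells. The 5 source cells are too few to decide, since a single one of them had 150900 CPM of Spp1. A difference in hormonal state between animals was not tested.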
